A study of Mus musculus with 7 samples.

How the data were processed

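Poly(A)-enriched or rRNA-depleted RNA (the protocol leaves this open) from mouse spleen was sequenced on a BGISEQ-500 instrument, per the labels' protocols. Mice of 8 weeks, labelled C57BL/6, had been injected intraperitoneally with 20 mg/kg lipopolysaccharide (LPS), and the spleen was taken 90 min or 6 h later. The 7 libraries fall into 4 groups by the sample titles: 2 wild-type and 2 GdX-deficient libraries at 90 min, and 2 wild-type and 1 GdX-deficient library at 6 h. No unstimulated spleen was analysed here, so no value can be set against a level before LPS.

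The authors deposited FPKM values (fragments per kilobase of transcript, scaled to the number of mapped fragments) with 2 decimals, 1 column per library, per the file headers. The aligner, the quantification program, the genome build and any filter are not stated in the headers or the labels. Genes are listed with Entrez identifiers and RefSeq transcripts. The table held 17920 genes, none of them at 0 in every library, and 1 symbol was listed more than once. All value columns matched a sample title. The fixed plan had a branch for estimated counts and a branch for FPKM. With FPKM alone, the second was used, and the alternatives written for counts could not be run.

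The depth was read from the low values. Among the 5014 genes with 1 listed transcript of known length, low FPKM values step by what 1 fragment is worth. The step, found from 219 to 265 low genes per library, gave between 19300000 and 21000000 mapped fragments. The 6 h GdX-deficient library came to 20200000, the 90 min GdX-deficient libraries to 20500000 and 19300000, the 6 h wild-type libraries to 21000000 and 20800000, and the 90 min wild-type libraries to 20400000 and 20600000. These are estimates. FPKM was not rescaled in the main results, so a few abundant genes can shift the values of the others: globin genes took from 7.7% to 30.9% of the FPKM sum of a library.

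Values were converted to log2(FPKM + 1), and the 11378 genes with a mean FPKM of at least 1 over the 7 libraries were tested with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes with a trend on mean expression). P-values are two-sided and were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Fold changes are on the log2(FPKM + 1) scale, which understates the change of low genes. Standard errors are the moderated ones. The genotypes at 90 min and the times in wild type were compared in a fit of the 4 groups. Its spread was estimated within the groups of 2 libraries, since the single GdX-deficient library at 6 h has no replicate. Genotype with time as a covariate (3 against 4 libraries) and time with genotype as a covariate (3 against 4) were fitted as additive models. The GdX-deficient group at 6 h has 1 library, so genotype at 6 h, time in GdX-deficient mice and the interaction were described without a test. For these, a gene was counted when the single library differed at least 2-fold from the mean of the pair and lay outside both of its members.

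The genes of 3 lists were fixed before the data were examined: inflammatory and NF-kB target genes (43 of 44 tested), interferon-stimulated genes (39 of 42) and GdX partner and tail-anchored protein insertion genes (18 of 21). Lists were tested with camera from limma at a preset correlation between genes of 0.01, and again with fry and with the correlation estimated. Where no test was possible, the median of a list was placed among 10000 random lists matched on mean expression. The rule for naming genes was also fixed then: Ubl4a, 10 core inflammatory genes whatever their values, and for each tested comparison up to 5 higher and 5 lower genes with the smallest p-value among those past the threshold whose libraries did not overlap between the sides. Immunoglobulin and T-cell receptor segments and predicted genes were left out of naming. Gm44504, Hba-a1, Hba-a2, Hbb-bs and Hbb-bt, the genes named singly from the marker lists and the neighbouring gene pairs fall outside the rule and were named after their values were seen. Lists of marker genes of B cells, T cells, neutrophils, red pulp macrophages, red cells, pancreas, fat tissue, sex, tissue handling stress and the neighbourhood of Ubl4a were fixed with them. A list of ATF4 target genes was written after the data were seen. Some genes of the red cell list are not reported singly here.

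The tests were checked on simulated data with the real genes' means and spread and noise independent between genes. With no change, none of the 4 comparisons made a call among 11378 genes. With 200 genes changed by 2 on the log2 scale, the 90 min genotype comparison recovered 75% and the additive one 88%, with 9 and 12 false calls. The wild-type time comparison recovered 73% and the additive one 87.5%, with 7 and 5 false calls.

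The alternatives were a pseudocount of 0.1, no filter on low values or a mean of at least 5, quantile normalization, the replicate number of the titles as a block, a fit of only the 4 libraries compared, and leaving out each library in turn. Chromosomes, transcript lengths and the order of genes came from the RefSeq annotation of GRCm38.p6 and from GENCODE M21, in which 99.6% of the tested genes had a position and 98.7% a length. Since the authors' build is not stated, no coordinates are given. Tables were handled in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.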

Results

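GdX (UBL4A), encoded by the X-linked gene Ubl4a, is a small ubiquitin-like protein of the chaperone complex that hands tail-anchored proteins to the membrane insertion machinery. The study asked how its loss alters gene expression in the spleen after LPS, a bacterial cell wall component that drives inflammatory transcription largely through NF-kB. RNA levels were measured as FPKM in 7 spleen libraries: wild type at 90 min (n = 2), GdX-deficient at 90 min (n = 2), wild type at 6 h (n = 2) and GdX-deficient at 6 h (n = 1). The estimated depth lay between 19300000 and 21000000 mapped fragments per library, so depth was close to equal between groups. Replicates differed most in wild type at 6 h, where the SD over genes of the log2 difference was 0.57, against 0.51 in GdX-deficient and 0.37 in wild type at 90 min. Between the paired libraries, 997, 674 and 140 of the 11378 tested genes differed at least 2-fold, in that order. The differences between wild-type replicates followed transcript length across genes, with Spearman's rho of -0.446 at 90 min and -0.59 at 6 h, against -0.165 in GdX-deficient spleen at 90 min. All values at 6 h in GdX-deficient mice rest on 1 library and have no replicate check.

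The targeted gene was examined first. Ubl4a (Entrez gene 27643, chromosome X) stood at 4.86 ± 1.17 FPKM (SD, n = 2) in GdX-deficient and 6.56 ± 1.33 FPKM (SD, n = 2) in wild-type spleen at 90 min. It stood at 10.6 FPKM in the GdX-deficient library at 6 h and 12.9 ± 1.51 FPKM (SD, n = 2) in wild type. The 90 min difference of -0.37 on the log2 scale (SE 0.31, limma adjusted p = 0.662) was within the spread between replicates, and the libraries overlapped. Gm44504 (Entrez gene 100169864), an entry that overlaps Ubl4a on chromosome X in GRCm38.p6 and shares its sequence, separated the genotypes. It was singled out after its values were seen. Its level was 1.01, 1.86 and 0.66 FPKM in the GdX-deficient libraries, the last at 6 h, and 15.4 and 14.5 FPKM at 90 min and 51.1 and 24.0 FPKM at 6 h in wild type. Its log2 fold change with time as covariate was -3.42 (SE 0.38, limma adjusted p = 0.00725). At 90 min alone it was -2.73 (SE 0.39, limma adjusted p = 0.138). How the authors divided fragments between overlapping entries is not stated, so each entry alone is uncertain. Their sum was 5.04, 7.55 and 11.2 FPKM in the GdX-deficient libraries and 21.02, 22.02, 62.98 and 38.05 FPKM in wild type. At each time the GdX-deficient libraries had the lower sum, although Ubl4a itself was not measurably reduced. The difference lies mostly in Gm44504, which was chosen after its values were seen, so the sum is not an independent check of the labels.

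**Figure D1:**
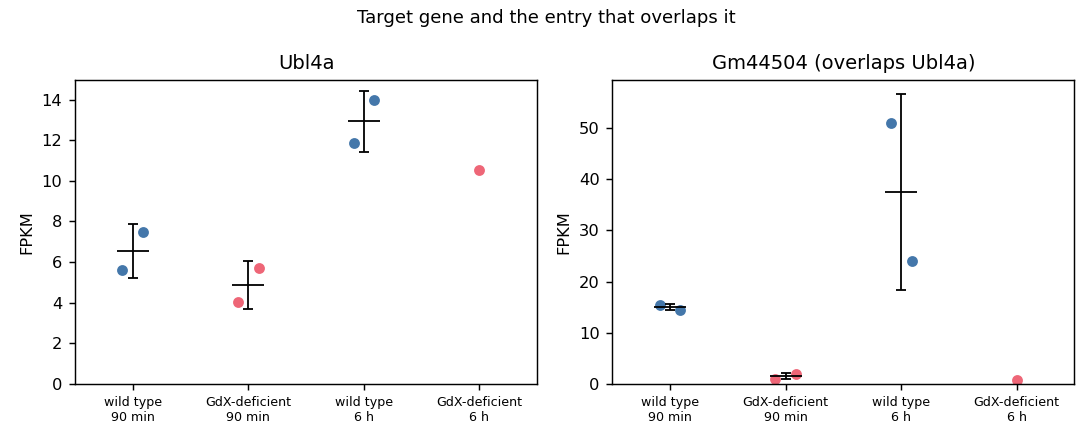
FPKM of Ubl4a and of the overlapping entry Gm44504 (vertical axes) in each library, by genotype and time; points are libraries (blue for wild type, red for GdX-deficient), dashes and bars are the mean and SD of the groups with 2 libraries. Gm44504 lies between 0.66 and 1.86 FPKM in GdX-deficient and between 14.5 and 51.1 FPKM in wild-type libraries, while the Ubl4a values lie close together at each time.

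Genotype was then compared at 90 min, the time with 2 libraries on each side. In the fit of the 4 groups, 2 genes passed the threshold, both higher in GdX-deficient spleen, and 862 genes had an unadjusted p under 0.05. The libraries of the genotypes did not overlap for 47.5% of the genes, where chance gives 33.3% on average. Genes vary together across libraries, so this excess is not a test. Both genes were adult beta-globin genes on chromosome 7. Mouse strains differ at this locus, so a strain difference rather than the loss of GdX may lie behind both calls. Hbb-b1 (Entrez gene 15129) stood at 38939 ± 8569 FPKM in GdX-deficient and 10.96 ± 4.02 FPKM in wild-type spleen (SD, n = 2 each). Its log2 fold change was 11.69 (SE 0.31, limma adjusted p = 1.61e-07). Hbb-b2 (Entrez gene 15130) stood at 9666 ± 1962 FPKM in GdX-deficient and 4.14 ± 0.771 FPKM in wild-type spleen (SD, n = 2 each). Its log2 fold change was 10.87 (SE 0.33, limma adjusted p = 2.90e-07). Beta-globin copies are near-identical, so the level of each is uncertain. Hbb-b1 made up from 53.5% to 54.3% of the sum of Hbb-b1 and Hbb-bs in the GdX-deficient libraries and at most 0.0412% in wild type. The setting that moved the count most was the choice of libraries. Fitted on the 4 libraries of the comparison alone, limma called 181 genes, 84 higher and 97 lower, and without replicate 1 or replicate 2 of wild type at 6 h it called 173 and 183. Both globin genes were among the calls each time.

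The core inflammatory genes were lower in GdX-deficient spleen at 90 min for most members, but none passed the threshold. Il6 stood at 72.2 and 20.98 FPKM in GdX-deficient and 185 and 120 FPKM in wild-type libraries (log2 fold change -1.90, SE 0.49, limma adjusted p = 0.520). Il12b stood at 38.9 and 3.76 FPKM against 62.1 and 52.8 FPKM (log2 fold change -2.08, SE 0.77, limma adjusted p = 0.621). Il10 (-1.80), Ccl2 (-1.77), Ifnb1 (-1.98), Nfkbia (-1.11), Il1b (-0.95) and Cxcl10 (-0.57) also had lower log2 levels in both GdX-deficient libraries than in either wild-type library. Ifnb1 rested on few fragments, about 62 and 1 in GdX-deficient and 178 and 83 in wild-type libraries. Tnf (-0.37) and Nos2 (0.05) overlapped between genotypes, and leaving out replicate 2 of the GdX-deficient group turned the Tnf difference to 0.14. In the fit of the 4 libraries alone, Il6 (limma adjusted p = 0.00602), Ccl2 (0.0125), Ifnb1 (0.0259), Il10 (0.0287) and Il12b (0.0305) passed the threshold. Over the alternatives with a test, the adjusted p of Il6 at 90 min ranged from 0.00569 to 0.658.

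**Figure D2:**
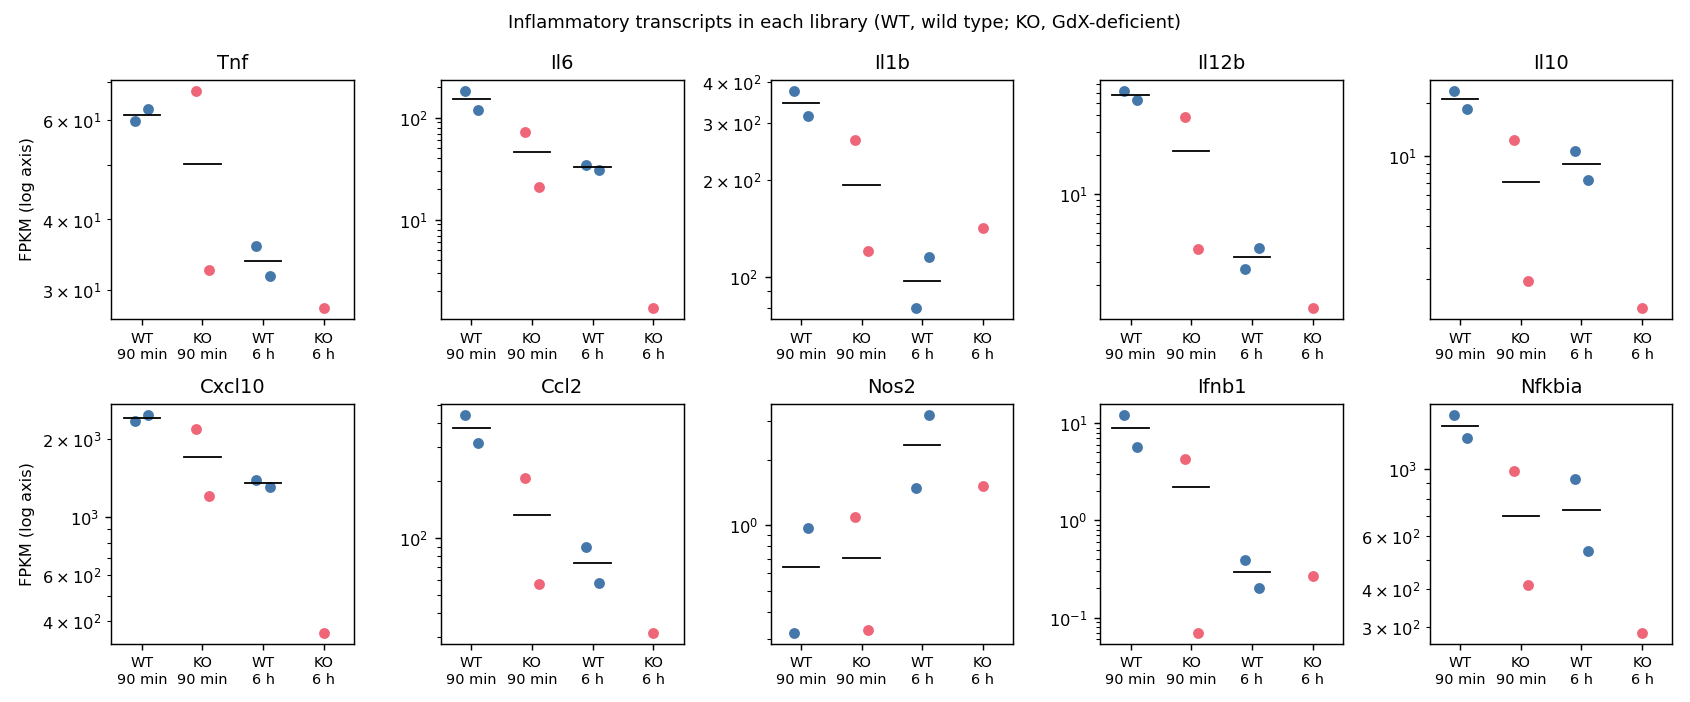
FPKM (vertical log axes) of 10 core inflammatory genes in each library of wild-type (WT) and GdX-deficient (KO) spleen at 90 min and 6 h; points are libraries (blue for wild type, red for GdX-deficient) and lines the mean of the groups with 2 libraries. At 90 min the GdX-deficient libraries stand apart from each other for most of these genes, as for Il12b at 38.9 and 3.76 FPKM.

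As a list, the 43 inflammatory and NF-kB target genes had a mean log2 fold change of -0.83 at 90 min, with 38 of 43 lower in GdX-deficient spleen. Camera in limma gave an adjusted p of 5.25e-11, but neither fry (adjusted p = 0.394) nor camera with the correlation estimated (adjusted p = 0.486) passed the threshold. None of the 43 genes passed adjusted over the list alone or over all genes, and 16 had an unadjusted p under 0.05. The change rested on 1 library. Without replicate 2 of the GdX-deficient group the mean was -0.14, and without replicate 1 it was -1.53. The 39 interferon-stimulated genes moved the other way, with a mean of 0.31 and 34 of 39 higher (camera adjusted p = 0.00171, fry 0.394, estimated correlation 0.486). Leaving out 1 library moved this mean between 0.10, without replicate 1 of wild type, and 0.52, without replicate 2 of wild type. No gene of this list passed adjusted over the list alone or over all genes, and 4 had an unadjusted p under 0.05. The 18 membrane insertion genes had a mean of -0.10 (11 of 18 lower, camera adjusted p = 0.165). None passed adjusted over the list alone or over all genes, and 1 had an unadjusted p under 0.05. Its mean ranged from -0.02, without replicate 1 of the GdX-deficient group, to -0.18, without replicate 2. No list call at 90 min held under fry or the estimated correlation.

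With time as covariate, 3 GdX-deficient libraries were set against 4 of wild type. The median log2 fold change of all genes was 0.16. Quantile normalization brings it near 0 by design (-0.01), so whether small rises reflect scaling stays open. Of the 11378 genes, 5 passed the threshold, 4 higher and 1 lower, with or without quantile normalization, and 3071 had an unadjusted p under 0.05. For 32.1% of the genes the genotypes did not overlap at either time and differed in the same direction at both, where chance gives 11.1% on average. This excess is not a test either, for the same reason. Hbb-b1 had a log2 fold change of 11.42 (SE 0.26, limma adjusted p = 1.35e-09) and Hbb-b2 of 10.60 (SE 0.27, limma adjusted p = 2.46e-09). Serpina3i (Entrez gene 628900, chromosome 12) rose by 2.63 (SE 0.25, limma adjusted p = 0.00183). It stood at 19.8 ± 6.48 FPKM (SD, n = 2) in GdX-deficient and 2.39 ± 0.608 FPKM (SD, n = 2) in wild-type spleen at 90 min, and at 32.7 against 4.24 ± 0.721 FPKM (SD, n = 2) at 6 h. Serpina3 genes form a family of close copies, so its level is uncertain. Ctse (Entrez gene 13034, chromosome 1) rose by 2.26 (SE 0.31, limma adjusted p = 0.0368), from 30.7 ± 11.4 to 128 ± 15.6 FPKM (SD, n = 2 each) at 90 min and from 7.07 ± 4.34 FPKM (SD, n = 2) to 42.5 FPKM at 6 h. The remaining call was Gm44504. The count depended on single libraries. Limma called 1674 genes without replicate 1 of the GdX-deficient 90 min group, 242 without replicate 2 of wild type at 90 min, 9 without replicate 2 of wild type at 6 h and 2 without the GdX-deficient 6 h library. In the last of these fits Serpina3i (limma adjusted p = 0.0810), Ctse (0.511) and Gm44504 lost their call. Ctse also lost it without replicate 2 of the GdX-deficient 90 min group (limma adjusted p = 0.216), with a pseudocount of 0.1 (0.0751) and without a filter on low values (0.225).

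Of the core genes in this fit, Il6 had a log2 fold change of -2.68 (SE 0.46, limma adjusted p = 0.0915), Il10 of -1.90, Il12b of -1.59, Ccl2 of -1.52, Nfkbia of -1.19 and Cxcl10 of -1.10, all lower in every GdX-deficient library within each time and none past the threshold. Without replicate 1 of the GdX-deficient 90 min group, all 6 of these genes passed it, and without replicate 2 of wild type at 90 min Il6 and Il10 did. Ifnb1 (-1.20), Tnf (-0.33), Ubl4a (-0.33) and Nos2 (-0.12) overlapped between genotypes at 1 or both times, and Il1b (-0.34) stood apart at both times but in opposite directions. Il1b changed sign to 0.09 without replicate 2 of the GdX-deficient 90 min group, and Nos2 lay at 0.05 without the GdX-deficient 6 h library. The inflammatory list had a mean log2 fold change of -0.88 (39 of 43 lower, camera adjusted p = 4.97e-13, fry 0.194, estimated correlation 0.221). Of its genes, 16 passed adjusted over the list alone and 0 over all genes, with 18 at an unadjusted p under 0.05. Without replicate 2 of the GdX-deficient 90 min group its mean was -0.55. The interferon list had a mean of 0.19 (24 of 39 higher, camera adjusted p = 0.505), with 0 genes past the threshold adjusted over the list alone or over all genes and 9 at an unadjusted p under 0.05. Its mean was 0.05 without replicate 1 of wild type at 90 min and 0.31 without the GdX-deficient 6 h library, where it passed (camera adjusted p = 0.00165). After quantile normalization it was 0.35 and passed (camera adjusted p = 0.000118). The membrane insertion list had a mean of -0.12 (12 of 18 lower, camera adjusted p = 0.0354, fry 0.194, estimated correlation 0.221), and 1 gene passed adjusted over the list alone and 0 over all genes. Its camera call was lost after quantile normalization (adjusted p = 0.153), with a mean FPKM of at least 5 (0.0901), and in 4 of the 7 fits that each left out a library: without the GdX-deficient 6 h library (0.164), replicate 1 of the GdX-deficient 90 min group (0.0729), replicate 1 of wild type at 6 h (0.0579) or replicate 2 of wild type at 90 min (0.0560).

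At 6 h, 1 GdX-deficient library was described against 2 of wild type. Of the 11378 genes, 2501 differed at least 2-fold and lay outside both wild-type libraries, 1879 higher and 622 lower. The median of all genes was 0.32, and after quantile normalization it was -0.02 with 951 genes higher and 881 lower, so the balance of directions depended on scaling. Without replicate 2 of wild type, 3830 genes were counted. Among the core genes, Il6 stood at 1.35 FPKM against 34.7 and 31.1 FPKM in wild type (log2 ratio -3.85). Cxcl10 stood at 360 against 1394 and 1304 FPKM (-1.90), and Il10 at 1.37 against 10.7 and 7.33 FPKM (-2.06). Nfkbia (-1.30), Ccl2 (-1.16), Il12b (-0.86) and Tnf (-0.27) were also below both wild-type libraries. Il1b was above both, at 141 against 79.6 and 115 FPKM (0.56). Nos2 (-0.36) and Ifnb1 (-0.02) lay between them. The inflammatory list had a median log2 ratio of -0.78 (37 of 43 lower), below all 10000 random lists matched on expression, of which 0% lay as low. Random lists ignore that the genes of a list can move together, so this placement does not measure the spread between animals. The same list lay at percentile 0 at 90 min too, where neither fry nor the estimated correlation passed the threshold. The interferon list had a median of -0.10, at percentile 81.0, and changed direction to 0.13 after quantile normalization. The membrane insertion list had a median of -0.14, at percentile 16.6. Across genes, which are not independent replicates, the log2 genotype ratios at 90 min and 6 h correlated with Pearson's r of 0.594 and Spearman's rho of 0.598. The ratios share no library. Pearson's r was 0.391 without replicate 2 of the GdX-deficient 90 min group and 0.431 without replicate 1 of wild type at 6 h. Whether the genotype effect differs between the times was not tested, since the interaction would rest on 1 library.

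Time after LPS was compared in wild type, 6 h against 90 min. Limma called 1218 genes, 499 higher and 719 lower at 6 h, of which 1135 changed at least 2-fold. Without a filter on low values, 635 genes were called, 429 of them in common. Quantile normalization gave 1370 calls. Removing a trend on transcript length and GC content, over the 11231 genes with a length, gave 2614. The replicate number as a block also raised the count. The genes with the smallest p-values among those higher were Trib3, which rose from 0.665 ± 0.049 to 51.9 ± 1.16 FPKM (SD, n = 2 each; log2 fold change 4.99, SE 0.27, limma adjusted p = 0.000147), Slc7a3 (3.53), Cth (3.12), Bcat1 (3.04) and Psat1 (3.62). Those lower were H2-Oa, from 97.0 ± 17.2 to 9.06 ± 1.98 FPKM (SD, n = 2 each; log2 fold change -3.29, SE 0.27, limma adjusted p = 0.000518), H2-Ob (-3.38), Ephx1 (-3.23), Kazald1 (-3.33) and Rhd (-2.58). The other named genes of this comparison had limma adjusted p between 0.000464 and 0.000943. Among the core genes, Il12b (log2 fold change -3.79, limma adjusted p = 0.0170), Ifnb1 (-2.86, 0.0223), Ccl2 (-2.36, 0.0217), Il6 (-2.15, 0.0254) and Il1b (-1.84, 0.0175) were lower at 6 h. Tnf, Il10, Nfkbia, Cxcl10 and Nos2 did not pass the threshold, though Nos2 did after quantile normalization (1.25, limma adjusted p = 0.0388). Without a filter on low values none of the 5 lower genes passed it (limma adjusted p from 0.0797 to 0.116).

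In GdX-deficient spleen, the 6 h library differed at least 2-fold from the mean at 90 min and lay outside both 90 min libraries for 652 genes, 465 higher and 187 lower. After quantile normalization the split was 262 higher and 325 lower. Without replicate 2 at 90 min 1336 genes were counted, and with a pseudocount of 0.1 there were 1033. Across genes, the time ratios of the genotypes correlated with Pearson's r of 0.468 and Spearman's rho of 0.438. Of the 1218 genes called in wild type, 979 moved in the same direction in GdX-deficient spleen (80.4%), and 268 moved by at least 0.5 of the wild-type change on the log2 scale. The median change of these genes was 1.39 in wild type, regardless of sign, and 0.38 along the same direction in GdX-deficient spleen. The genes had been chosen for their change in wild type, which by itself makes the other genotype look smaller. Trib3 stood at 3.27 FPKM in the GdX-deficient library at 6 h against 51.1 and 52.8 FPKM in wild type, and H2-Oa at 98.9 against 10.5 and 7.66 FPKM.

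**Figure D3:**
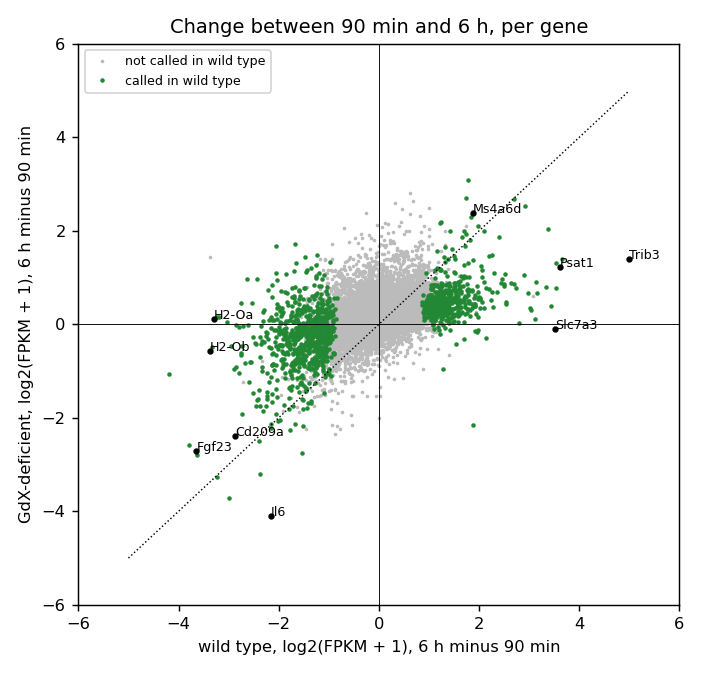
Change of log2(FPKM + 1) from 90 min to 6 h in wild type (horizontal axis) and in GdX-deficient spleen (vertical axis), 1 point per gene; green points are the 1218 genes called in wild type, the dotted line marks equal change, and a few of the genes named in the text are labelled. Trib3 lies at 4.99 on the horizontal and 1.41 on the vertical axis, while Cd209a and Fgf23 lie low on both axes.

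With genotype as covariate, 3 libraries at 6 h were set against 4 at 90 min, and limma called 619 genes, 318 higher and 301 lower. After quantile normalization 883 genes were called, 305 higher and 578 lower. The count was 104 without a filter on low values, and leaving out 1 library gave from 154, without replicate 1 of wild type at 90 min, to 1204, without the GdX-deficient 6 h library. The genes with the smallest p-values among those higher at 6 h were Aldh1a2 (log2 fold change 2.19), Sct (2.69), Ms4a6d (2.08), Bcl2l14 (2.06) and Tubb3 (2.04), and among those lower Cd209a (-2.68), Fgf23 (-3.27), Ifit1 (-1.80), Mrc1 (-2.03) and Serpinb2 (-2.004). Their limma adjusted p lay between 0.00322 and 0.00341. Cd209a fell from 7.66 ± 0.049 to 0.18 ± 0.071 FPKM in wild type and from 6.79 ± 2.16 FPKM (SD, n = 2 each) to 0.45 FPKM in GdX-deficient spleen. Of the core genes, Il12b (log2 fold change -3.31, limma adjusted p = 0.0150), Il6 (-2.93, 0.0103), Ccl2 (-2.12, 0.0173) and Cxcl10 (-1.38, 0.0396) were lower at 6 h. Ifnb1 (-2.08, limma adjusted p = 0.0516), Il1b (-1.24, 0.0663), Il10 (-1.24, 0.102), Nfkbia (-1.05, 0.0761), Tnf (-0.80, 0.0855) and Nos2 (0.84, 0.0951) did not pass the threshold. All 4 calls were lost without a filter on low values (limma adjusted p from 0.0724 to 0.120), and Cxcl10 also lost its call in 5 of the fits that left out a library and Ccl2 in 1. In these fits Ifnb1 and Il1b gained a call in 2 each and Il10 in 1. Ubl4a itself rose by 0.93 (SE 0.23, limma adjusted p = 0.0460). Its call was lost in each of the 7 fits that left out a library.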

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

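Both tests of explanations below were chosen after the result had been seen. Of 14 results examined, 1 stood out because its direction differed between the time points. Il1b was lower in both GdX-deficient libraries than in either wild-type library at 90 min (264.9 and 120 against 377 and 315 FPKM, log2 fold change -0.95). At 6 h it was higher in the GdX-deficient library than in both wild-type libraries (141 against 79.6 and 115 FPKM, log2 ratio 0.56). The difference between the times was not tested, because the 6 h group holds 1 GdX-deficient library. Libraries separate in opposite directions by chance in 11.1% of such results, so about 1 or 2 of 14 is what chance gives, and the result is weak. No group had the 4 libraries needed to look for a single outlying library, and no column outside the comparisons was left.

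The authors' scaling is argued against, since the 6 h log2 ratio was 0.84 after quantile normalization and the GdX-deficient library still lay above both wild-type libraries. Depth differed too little between libraries to matter, and Il1b is abundant. A higher share of neutrophils in the 6 h GdX-deficient spleen remains open: the list of 12 neutrophil markers was higher there, with a median log2 ratio of 1.58, and its abundant gene S100a8 stood at 1222 FPKM against 475 and 352 FPKM in wild type. It was also higher in replicate 2 at 90 min (2.09), where Il1b was lowest of the 4 libraries at that time, but 1 library on each side cannot separate a share of cells from their activation. A biological difference in the decline of Il1b between genotypes remains open and untested.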

How the results depend on the processing

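All alternatives but 1 were chosen before the data were examined. Those written for estimated counts were not run, since the values are FPKM. The 90 min genotype count of 2 held under a pseudocount of 0.1, no filter, quantile normalization and the replicate block. Fitted on only the 4 libraries compared it became 181 (84 higher, 97 lower), and across the fits that each left out one library it ranged from 2 to 183. The cause lies in the shared spread: the 4 libraries alone gave a prior of 25.8 degrees of freedom with a median SD of 0.307, and the 7 libraries, with the noisier 6 h pair, a prior of 6.4 with a median SD of 0.306. The larger count therefore leans on an even spread between genes that was estimated from 2 residual degrees of freedom. Limma calls were not counted where leaving out a library left 1 in an arm.

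With time as covariate, the genotype count of 5 ranged from 2 to 1674 across the fits that each left out one library. All 5 calls were among the 1674. With no filter, the wild-type time count fell from 1218 to 635 (429 shared) and the time count with genotype as covariate from 619 to 104 (60 shared). The cause was not tested. That last count ranged from 154 to 1204 across the leave-one-out fits, and the wild-type count from 1086 to 1204. Quantile normalization moved the share of higher calls from 51.4% to 34.5%, with 883 calls. At 6 h, the count of 2501 genes between genotypes ranged from 1887 to 3830 when 1 wild-type library was left out. The count of 652 between times in GdX-deficient spleen was 1033 with a pseudocount of 0.1 and 421 with a mean FPKM of at least 5, where fewer genes were counted, and ranged from 585 to 1336. The correlation across genes of the genotype ratios (0.594) ranged from 0.391 to 0.669.

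The inflammatory list lost its camera call under fry and under the estimated correlation, at 90 min (mean -0.833, adjusted p 0.394 and 0.486) and with time as covariate (mean -0.883, adjusted p 0.194 and 0.221). The interferon list did so at 90 min (mean 0.31, adjusted p 0.394 and 0.486), and the membrane insertion list with time as covariate (mean -0.124, adjusted p 0.194 and 0.221). These tests take the correlation between the genes of a list from the data, where camera was preset to 0.01. With time as covariate, quantile normalization gave the interferon list 0.354 (adjusted p 0.000118) and the membrane insertion list -0.145 (0.153), and a mean FPKM of at least 5 gave the latter -0.148 (0.0901). Across the leave-one-out fits, the inflammatory mean ranged from -1.529 to -0.138 at 90 min, the interferon mean with time as covariate from 0.049 to 0.31, and the membrane insertion mean from -0.179 to -0.022 at 90 min and from -0.17 to -0.091 with time as covariate. The inflammatory mean kept its sign in every one of these fits.

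The deviations of replicates with the same number correlated across genes at 0.768 between the wild-type groups, but at -0.12 and 0.08 between the GdX-deficient 90 min group and wild type at 90 min and 6 h, so the numbers were not taken to pair all groups. With the replicate number as a block, the genotype count at 90 min stayed at 2, the count with time as covariate became 12, the wild-type time count 2345 and the time count with genotype as covariate 765. A crossed pairing at 90 min, chosen after seeing the data, also gave 2 calls.

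Single genes changed sign when 1 library was left out. At 90 min, Nos2 (0.05) ranged from -0.278 without replicate 1 of the GdX-deficient group, with -0.241 without replicate 1 of wild type, to 0.374 without replicate 2 of the GdX-deficient group, and Tnf (-0.37) from -0.889 to 0.141 without replicates 1 and 2 of that group. With time as covariate, Nos2 (-0.12) ranged from -0.318 to 0.048, with 0.008 without replicate 2 of the GdX-deficient 90 min group and 0.04 without replicate 2 of wild type at 6 h. Il1b (-0.34) ranged from -0.946 without the GdX-deficient 6 h library to 0.089 without replicate 2 of the GdX-deficient 90 min group. The causes were not tested. Of the remaining values of named genes under an alternative, 699 kept their direction and side of the threshold, 35 gained a call, 28 lost one and 23 moved by more than the spread between replicates. Fragments at the estimated depth were worked out for Ifnb1, Il10, Il12b, Cd209a and Ubl4a. Among these, Ifnb1 is limited most. It had about 6, 3 and 4 fragments in the 6 h libraries and 1 in replicate 2 of the GdX-deficient 90 min group.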

Other observations

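In the paragraphs below, several tests were chosen after the result had been seen. They cover shared globin reads, red cell RNA, dilution by it, the red cell stages and the B-cell share. They also cover replicate 2 on 175 genes and on the genes named for time. The others were chosen before.

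The beta-globin genes Hbb-b1 and Hbb-b2 were high in the 3 GdX-deficient libraries alone. Hbb-b1 made up 53.5%, 53.7% and 54.3% of the sum of Hbb-b1 and Hbb-bs in these libraries, and from 0.0193% to 0.0412% in wild type. Reads shared at random between near-identical copies would give like shares in all libraries, so the lowest GdX-deficient share of 53.5% argues against this. More red cell RNA is argued against by Hba-a1, which had a log2 fold change of 0.18 with time as covariate (SE 0.38), against 11.42 for Hbb-b1. A segment from another mouse strain that carries a different set of beta-globin genes is a candidate explanation, since mouse strains differ at this locus. It cannot be told apart from an effect of the genotype here: the 40 genes tested nearest to the locus stood at the 13.9 percentile of runs of 40 neighbouring genes in their genotype statistics, but such a segment need not change the level of its other genes, and reads, which would show base differences, were not used here. The near-equal shares of Hbb-b1 and Hbb-bs would go with mice that carry both sets. If the GdX-deficient mice carry other strain segments, part of the genotype comparison is a strain comparison.

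Whether such segments lie behind the 200 genes with the smallest genotype p-value, time as covariate, stays open. Of these genes, 5 pairs were neighbours on a chromosome among tested genes, where random draws gave 3.52 on average and at least as many in a share of 0.279. The number is not above chance, but a segment need not change the level of neighbouring genes, and how many pairs segments would give is not known. The pairs were Fn3krp and Fn3k, Serpina1b and Serpina1d, Dmtn and Xpo7, Apol10a and Apol11a, and Mt2 and Mt1, most of them members of 1 gene family. The 40 genes nearest to Ubl4a stood at the 76.4 percentile. The 13 tested genes written as its neighbours had a median log2 ratio of 0.23 at 90 min and 0.49 at 6 h.

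The inflammatory genes were lower in GdX-deficient libraries, mainly through replicate 2 at 90 min and the 6 h library. Against the wild-type mean at 90 min, the list had a median of 0.00 in replicate 1 and -1.34 in replicate 2. Several technical explanations are argued against. With fewer neutrophils or red pulp macrophages, their markers would fall too. But the neutrophil list had a median of 1.194 at 90 min (0.14 in replicate 1 and 2.09 in replicate 2). The red pulp macrophage list had one of 0.04. No list covered stromal or endothelial cells, so a change in their share stays open. Dilution by globin RNA is too small: the larger globin share of the GdX-deficient libraries lowers other genes by a log2 change of -0.122 at 90 min and -0.082 at 6 h, against list medians of -0.53 and -0.78. This test replaced one written before, a fall of the B-cell and T-cell lists. Their medians at 90 min were 0.19 and 0.02, but at 6 h wild type itself had lower lymphocyte transcripts, so a rise there excludes nothing. Removing a trend on transcript length and GC content from each library left the list at -0.85. Chance remains open: 4 of the 34 splits of the 7 libraries into 3 and 4 that could be fitted gave as large a mean change of the list, the largest 1.48 in size. A difference between GdX-deficient animals in the course of the response, and an effect of genotype on it, may both contribute, and 3 animals do not separate them.

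Replicate 2 of the GdX-deficient 90 min group correlated across genes slightly better with the 6 h GdX-deficient library (0.966) than with its own replicate (0.963), while replicate 1 lay nearest to a wild-type 90 min library (0.984). Whether replicate 2 is a 6 h library with a 90 min label was examined. On a scale from 0 for wild type at 90 min to 1 for wild type at 6 h, over 1135 genes called and changed at least 2-fold in wild type, replicate 2 had a median position of -0.073 and replicate 1 one of 0.01, with 7.2% and 1.6% of the genes past 0.75. This does not exclude it, since the GdX-deficient 6 h library itself had a median of only 0.221. On the 175 genes past 0.75 in that library, replicate 2 had a median of 0.521 and replicate 1 one of 0.163. The 5 higher and 5 lower genes named for time with genotype as covariate argue against a wrong label. For each, replicate 2 lay with the 90 min libraries, away from the 6 h ones. Ms4a6d stood at 25.1 FPKM in replicate 2, against 144 FPKM in GdX-deficient and 86.3 and 113 FPKM in wild-type libraries at 6 h. Mrc1 stood at 12.6 against 2.55, 2.28 and 3.56 FPKM. But these genes were chosen with replicate 2 counted at 90 min, and the 175 genes above lay between the times. A wrong label is not excluded, and an animal further along in its response stays open. If the label is wrong, the 90 min genotype comparison mixes times. No biological explanation was tested.

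The count of 5 genotype calls with time as covariate was reached by 1 of the 34 splits of the libraries that could be fitted, the real one, and the others gave at most 1. The 3071 genes with an unadjusted p under 0.05 were reached by 2 of the 34, with up to 3654 in another split. For time with genotype as covariate, 1 of 34 splits, the real one, reached 619 calls, and the others gave at most 93. Chance assignment of libraries is argued against for the count of time calls. The genotype calls include Hbb-b1 and Hbb-b2, where strains differ, and Gm44504, which overlaps the targeted gene. Such genes follow the carriers of these alleles, so the genotype count cannot tell whether the loss of GdX changed other genes. Chance is not argued against for the wider excess of small p-values between genotypes.

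Most genes changed between 90 min and 6 h in wild type stayed near their 90 min level in the GdX-deficient library at 6 h. On the scale above its median position was 0.221, and 53.0% of the 1135 genes lay under 0.25. A 90 min library with the 6 h label is argued against, since 15.4% of the genes lay past 0.75, against 1.6% and 7.2% in the 90 min GdX-deficient libraries. A bias of transcript length or GC content is argued against, because 98.2% of the wild-type calls stayed after a trend on both had been removed. A lower share of B cells in wild type at 6 h as the whole cause is argued against by the T-cell list, which was lower in wild type too: the median log2 ratio of GdX-deficient to wild type at 6 h was 1.1, with 11 of 11 genes higher. Of the 5 cell type lists, 4 fell in wild type, with a median time change of -1.35 for B cells, -1.08 for T cells, -0.86 for red pulp macrophages and -1.44 for red cells, against 0.12, 0.02, 0.22 and -0.89 in GdX-deficient spleen. The neutrophil list did not fall, with 0.10 in wild type and 0.38 in GdX-deficient spleen. After quantile normalization the T-cell value in GdX-deficient spleen turned to -0.21, and the other directions held. A list of 22 tested ATF4 target genes was written after 12 others had been seen among the calls, and holds 0 of those 12. It rose by a median of 1.41 in wild type and 0.47 in GdX-deficient spleen. Its ratio of GdX-deficient to wild type at 6 h was -0.85, with 17 of 22 lower. A wild-type response at 6 h with loss of lymphocyte transcripts and amino acid stress genes, weaker or later in the GdX-deficient animal, is a hypothesis that rests on 1 GdX-deficient library. Handling of the spleens before lysis, which the labels do not describe per animal, was not tested. The tissue handling stress list had a median time change of -1.44 in wild type and -0.65 in GdX-deficient spleen. Handling cannot be told apart from a change over time after LPS here.

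Replicates 1 and 2 of wild type differed along the same genes at 90 min and 6 h, with a correlation across genes of 0.764 over the 11231 genes with a length. Transcript length had a part in this. The differences had a Spearman correlation with length of -0.446 at 90 min and -0.59 at 6 h, and a trend on length and GC content explained 31.8% and 36.6% of their variance, against 3% in GdX-deficient spleen at 90 min. Length and GC content as the whole source are argued against, as the correlation was 0.712 after the trend had been removed. A shared library batch of same-numbered wild-type samples could give such a pattern, but the labels name none. After removal of the trend, limma called 2614 genes between times in wild type, 1175 with genotype as covariate, 0 between genotypes at 90 min and 1 with time as covariate. Only 3 of the 5 genotype calls had a length, and neither of the 2 at 90 min did, so these last counts leave out the globin genes. Of the 3 calls with a length, 1 stayed with time as covariate, higher in GdX-deficient spleen. Gm44504, the only lower call, was lost.

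Transcripts of red cell genes other than globin were higher in GdX-deficient spleen. With time as covariate, 7 genes of the erythroid list (Alas2, Klf1, Slc4a1, Epb42, Rhag, Ermap and Car2) had a median log2 fold change of 1.42, all 7 higher, with limma adjusted p between 0.0915 and 0.101, so none passed the threshold. A rise of red cells of every stage by as much as 1.42 is argued against by the alpha-globin genes Hba-a1 and Hba-a2. Their median was 0.15 with a mean SE of 0.38. This SE does not exclude a rise as small as that of Alas2 (0.94) or Rhag (0.97), the smallest changes among the 7. The share of all globin genes was higher in GdX-deficient spleen. At 90 min it was 30.9% and 23.5% in GdX-deficient against 22.3% and 19.2% in wild-type libraries. At 6 h it was 13.6% against 9.5% and 7.7%. It includes Hbb-b1 and Hbb-b2, which were near absent in wild type, so it does not settle the question. A larger share of nucleated red cell precursors, or a slower loss of their transcripts after LPS, may explain the pattern and remains untested. The abundant genes Alas2 and Slc4a1 stood at 320 and 125 FPKM in the 6 h GdX-deficient library, against 131 and 180 and 14.6 and 30.1 FPKM in wild type.

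The remaining marker lists gave these values. The 5 cell type lists share 0 genes, and all 5 cell types are part of the spleen. The neutrophil list had a median log2 ratio of 1.19 at 90 min, from 0.14 in replicate 1 and 2.09 in replicate 2, and 1.58 at 6 h. The tissue handling stress list of 14 tested genes had a median of -0.66 at 90 min and -0.03 at 6 h. At 90 min 12 of 14 genes were lower, with a median of -0.36 in replicate 1 and -1.08 in replicate 2. As for the inflammatory list, the fall was larger in replicate 2, so a part of handling in it stays open. The pancreas and fat lists had 1 tested gene each, with ratios of 0.01 and -1.25 at 90 min, too few to describe contamination. Of the sex list, 4 genes were tested, and Ddx3y (from 20.9 to 34.9 FPKM) and Uty (from 2.44 to 6.67 FPKM) were present in all 7 libraries, so no library lacked Y-linked transcripts.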
